A study of Mus musculus with 14 samples. Its data were reported in "CTCF acetylation at lysine 20 is required for the early cardiac mesoderm differentiation of embryonic stem cells" (2022).

How the data were processed

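The series holds chromatin immunoprecipitation sequencing (ChIP-seq) of mouse cells that carry wild-type CTCF (WT) or CTCF with lysine 20 replaced by arginine (K20R). Of its 14 samples, 8 are CTCF libraries (2 replicates of each genotype as embryonic stem cells at day 0 and as embryoid bodies at day 4), 2 are libraries of histone H3 acetylated at lysine 27 (H3K27ac), 1 per genotype at day 4, and 4 are input libraries. The 4 input samples have no peak list of their own and were not analysed here. Groups and replicate numbers came from the sample labels. The labels do not state how many cell clones each genotype comprises, so genotype and clone were not separable.

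The authors trimmed the reads with Trim_Galore, aligned them to mm10 with bowtie2, removed reads of low mapping quality, duplicates and reads in blacklisted regions, subsampled every CTCF library to the same number of reads, and called peaks per library with MACS2 (narrow peaks for CTCF, broad peaks for H3K27ac). Subsampling was not stated for H3K27ac, and the input library set against each ChIP library was not stated. Each deposited list gives, per peak, its position, an integer score made by the peak caller, the fold enrichment over background, the −log10 p-value and the −log10 q-value. These values are the authors' own. The fold enrichment and −log10 values were used only to rank, filter or describe peaks within a list, and the deposited score was not used. The deposited lists hold no read counts, so a test on reads per site could not be run, and the depth behind single peaks is unknown beyond what the recovered background shows.

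Coordinates in the lists are mm10, and those below are 1-based. Every CTCF peak ended within its chromosome in the GRCm38 reference sequence, which is the same build. A CTCF site was the merged interval of peaks overlapping by at least 1 bp over the 8 lists, which gave 86652 sites. A site was lost in K20R if called in both WT libraries of a day and in neither K20R library, gained if the reverse held, and kept if called in all 4. Site counts were set beside the 2 other ways of splitting the same 4 libraries into pairs. Strength was the percentile of fold enrichment within a list. Peak numbers were compared with two-sided exact permutation tests. With 2 libraries against 2 these cannot give a p below 0.333, and the test of the genotype effect at day 4 against day 0 (36 arrangements within day) cannot give a p below 0.0556. Shares carry 95% Wilson binomial intervals, which cover counting error only and treat sites as independent.

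A CTCF motif matrix of 19 bp was learned from the 1000 strongest peaks of each WT day 0 list, starting from the consensus TAGCGCCCCCTGGTGGCCA, and scored within 100 bp of each summit. The threshold was the score passed by 5% of sequences shifted by 1 kb. Information beside the motif was measured in 10 bp on each side of matches to the core GCCCCCTGGTGG alone, whose threshold 1% of shifted sequences passed. A core was counted as repeat-derived where most of its bases were masked as repeats in the reference. Start sites, exons and genes came from the GENCODE M21 basic annotation, and a promoter site had its summit within 3 kb of a start site. H3K27ac overlap required at least 1 bp. Comparisons at matched strength weighted kept sites to the deciles of mean WT percentile of the lost sites.

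For regional values, sites called in all 8 lists were ranked within each list, and the median K20R minus WT rank was taken in 5 Mb windows with at least 20 sites. A run was at least 3 neighbouring windows past 4 percentile points in the same direction on both days. Because MACS2 derives fold enrichment and −log10 p from a peak's pileup and its local background, both were solved for peaks with −log10 p below 200, which left 42435 of 47463 peaks in the list where the share was smallest. A whole-number pileup matched the deposited −log10 p within 0.01 for 100% of those peaks in every list. The lowest background of a list lay between 0.717 and 0.757 reads, so the 8 lists had a similar floor. A background more than 1.05 times that floor was called raised, and its share in a region was divided by the share elsewhere in the same list.

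The steps were tested on simulated data. On 20000 simulated sites, 96.4% of sites simulated as lost at day 4 were recovered, and 0.31% of sites called lost had not been simulated as lost. For gained sites these values were 96.3% and 3.67%. Each simulated library called a site at one rate whatever its strength. These values therefore check the steps and are not error rates for the deposited lists. The pileup was recovered for 100% of 13915 simulated peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

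The comparisons, the genes to be named and the alternatives were fixed before the data were examined. Alternatives were a −log10 q of at least 5, lists of one length (the 41360 peaks with the highest −log10 p of each CTCF list), summit windows of 501 bp or 101 bp, autosomes only, other distances and thresholds for features, a replicate block, and leaving out each library in turn. Named sites were the 5 lost and 5 gained sites of day 4, and the 3 of each of day 0, with the highest mean percentile over the 2 lists that called them. The regional scan, its window size and the analysis of background and masked repeats were chosen after the data were seen; windows of 2 Mb and a version based on fold enrichment had been looked at beforehand. The limits for background windows, the comparison with chromosome X, the 90 Mb limit on chromosome Y and the motif sets outside masked repeats were chosen after earlier values had been seen. A test of the balance of lost and gained sites with lists of one length was dropped because that balance is fixed by construction, and a comparison of median fold between lists was dropped because folds were not taken as comparable across lists.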

Results

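CTCF is a DNA-binding protein that organises chromatin loops, and the data compare its binding in mouse embryonic stem cells with an unaltered protein (WT) and with a K20R mutant that cannot be acetylated at that lysine. Binding was mapped by ChIP-seq at day 0, in stem cells, and at day 4, in embryoid bodies, which are aggregates in which stem cells differentiate. Each of the 4 combinations of genotype and day had 2 CTCF libraries. H3K27ac, a mark of active promoters and enhancers, was mapped at day 4 with 1 library per genotype, so H3K27ac values have no replicate check. All values derive from the authors' peak lists, which were called per library after the CTCF libraries had been brought to equal read numbers.

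The first question was whether K20R cells have fewer CTCF peaks. At day 4, the lists held 61088 and 61436 peaks in WT and 41360 and 47463 peaks in K20R. The mean was 61262 ± 246 peaks in WT (SD, n = 2) and 44411.5 ± 4315 peaks in K20R (SD, n = 2), a difference of -16850.5 peaks. Both K20R libraries lay below both WT libraries, and the exact permutation p of 0.333 is the smallest that this design allows. At day 0, the lists held 77657 and 52698 peaks in WT and 52076 and 51905 peaks in K20R. The difference between means was -13187 peaks (exact permutation p = 0.333), less than the SD of 17649 peaks between the WT libraries. It rested on the first WT library, and without that library it was -707.5 peaks. The genotype effect at day 4 minus that at day 0 was -3663.5 peaks (exact permutation p = 1), so a difference between days was not shown. Without the first WT library of day 0, this value was -16143 peaks, and without the second it changed sign, to 8816 peaks.

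**Figure D1:**
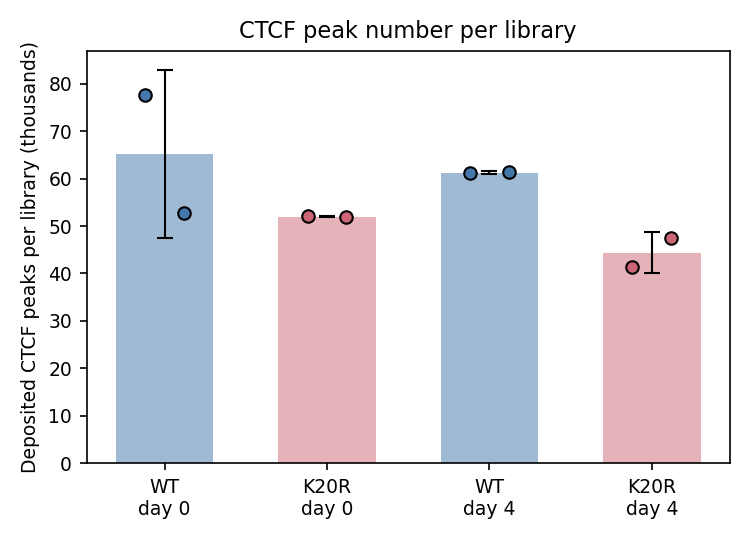
Number of deposited CTCF peaks per library, in units of 1000 peaks, for WT and K20R at day 0 and day 4. Points are libraries, bars are means and error bars are SD (n = 2); at day 4 the WT libraries held 61088 and 61436 peaks and the K20R libraries 41360 and 47463.

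Peaks of the 8 lists merged into 86652 sites, of which 36440 were called in every library. At day 4, WT replicates shared 0.832 of the sites called in either (Jaccard index) and K20R replicates shared 0.797, whereas pairs of different genotype shared 0.646 to 0.701. At day 0, K20R replicates shared 0.837 and WT replicates shared 0.647, within the range of pairs of different genotype, 0.644 to 0.780.

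At day 4, 10345 sites were lost in K20R, 209 were gained and 38295 were kept. The other splits of the same 4 libraries gave 537 and 581 sites on the sides that held the second K20R library and 151 and 180 on the sides without it. The number lost exceeded all 4 of these values, and the number gained lay between them. At day 0, 3903 sites were lost and 200 gained, and 43422 were kept. Other splits of the day 0 libraries gave 2011 and 2068 sites on the sides that held the first WT library, and 62 and 89 on the sides without it. The gained side does not hold that library. With 1 library left out, its group has an easier criterion and counts rise. At day 0, 3440 sites were gained without the first WT library and 23066 were lost without the second. At day 4, 15575 sites were lost without the second K20R library and 1914 gained without the first. List length also moved these counts. When each list was limited to its 41360 strongest peaks, 2149 sites were lost and 1832 gained at day 4, and 1195 were lost and 1200 gained at day 0. Lists of one length push lost and gained counts towards each other by construction, and both counts were above those of the other splits, which reached 310 sites at day 4 and 413 sites at day 0.

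**Figure D2:**
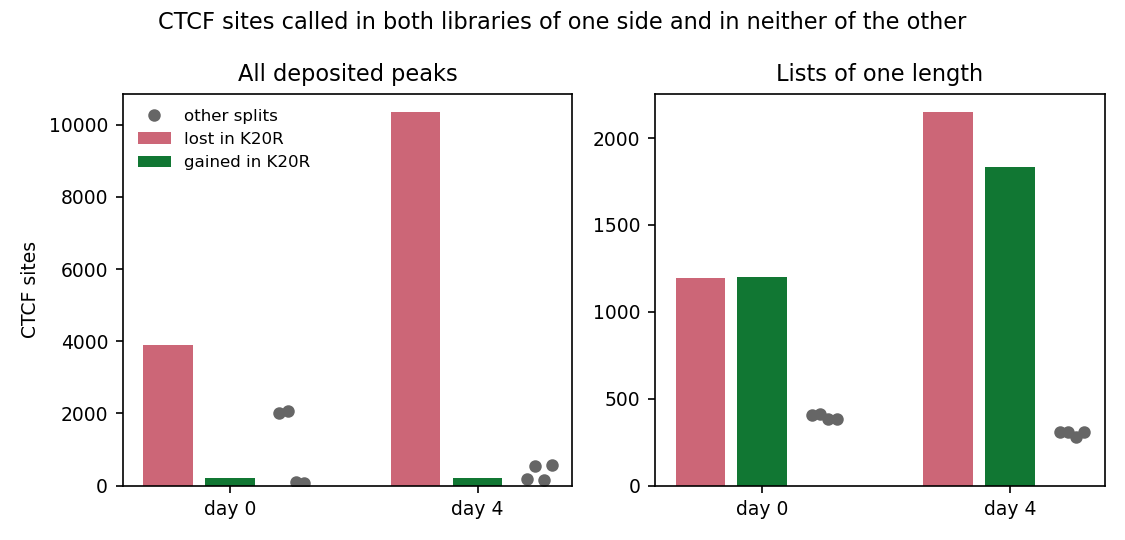
Number of CTCF sites called in both libraries of one side and in neither of the other, for all deposited peaks (left) and for lists of one length (right). Red bars are sites lost in K20R, green bars sites gained, and grey points the other splits of the same 4 libraries; at day 4, lost and gained sites numbered 10345 and 209 on the left and 2149 and 1832 on the right.

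Of the 10345 sites lost at day 4, 36.9% had been called in both WT libraries of day 0. In the K20R libraries of day 0, 20.1% had been called in both and 60.5% in neither. Sites lost on both days numbered 1234.

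A further question was how CTCF sites change with differentiation in each genotype. From day 0 to day 4, 2917 sites were lost and 2098 gained in WT. Other splits of the WT libraries gave 2229 and 2284 sites on the sides that held the first library of day 0, as the lost side does, and 83 and 95 on the sides without it, as the gained side. Without the first WT library of day 0, 9531 sites were gained, and without the second, 17475 were lost. In K20R, 4270 sites were lost and 462 gained, and other splits gave 755 and 785 sites on the sides that held the second library of day 4, and 187 and 197 on the sides without it. Without the second K20R library of day 4, 8250 sites were lost, and without the first, 2991 were gained. With lists of one length, the counts were 2213 lost and 2193 gained in WT (other splits up to 380), and 1545 lost and 1247 gained in K20R (other splits up to 365).

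Lost sites were weak in WT. Their median percentile of fold enrichment was 22.0 and 22.3 in the 2 WT lists of day 4, whereas kept sites had medians of 68.1 and 68.5. Gained sites had medians of at most 14.2 in the 2 K20R lists. Those lists were shorter, so these percentiles are not on one scale with those of lost sites. A CTCF motif was found at 67.1% of lost sites (95% Wilson interval 66.2% to 68.0%), at 87.9% of kept sites (87.5% to 88.2%) and at 78.9% of gained sites (72.9% to 83.9%). Kept sites weighted to the strength of lost sites reached 83.0%, so the lower share at lost sites was not accounted for by strength deciles. With the stricter threshold passed by 1% of shifted sequences, the shares fell to 22.0% for lost and 58.8% for kept sites.

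Lost sites lay within 3 kb of a transcription start site in 20.9% of cases (20.2% to 21.7%), kept sites in 23.2% (22.8% to 23.6%) and gained sites in 23.4% (18.2% to 29.6%). Kept sites at matched strength reached 22.6%. Among lost sites, 42.7% lay in introns and 32.5% between genes, and among kept sites these shares were 38.7% and 34.6%. A WT H3K27ac peak overlapped 9.02% of lost sites (8.48% to 9.59%) and 11.7% of kept sites (11.4% to 12.1%). At matched strength the share of kept sites was 9.67%, so most of this difference went with the weakness of lost sites. A K20R H3K27ac peak overlapped 10.1% of lost, 15.2% of kept and 12.6% of strength-matched kept sites. For this mark, a larger part of the difference remained at matched strength. The matched shares carry no interval. The contrasts for start sites and for WT H3K27ac depended on 1 library. Without the second K20R library of day 4, 25.2% of lost and 22.9% of kept sites lay near a start site, and a WT H3K27ac peak overlapped 12.1% of lost and 11.5% of kept sites.

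**Figure D3:**
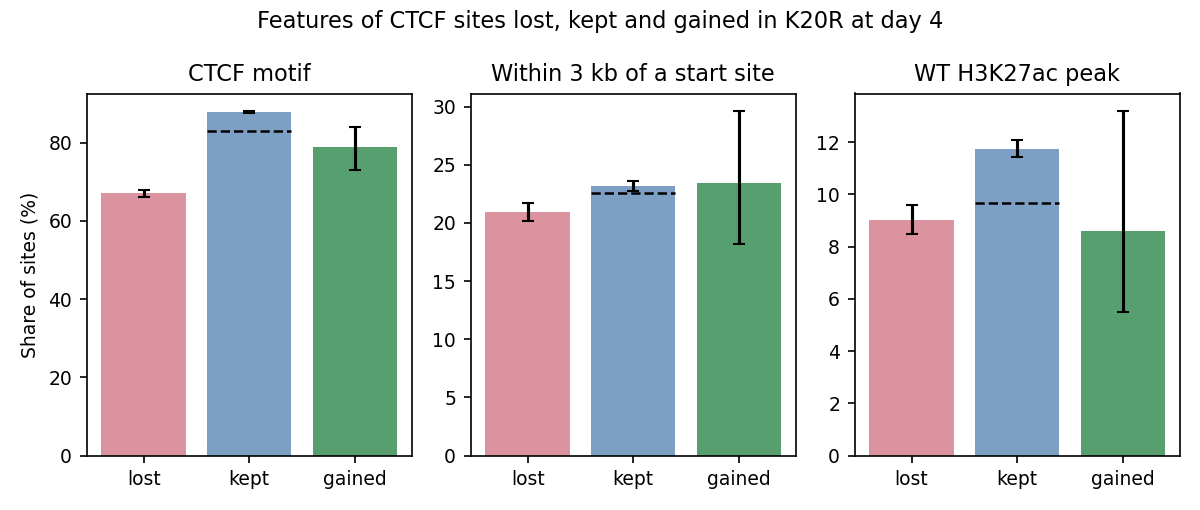
Share of day 4 CTCF sites with a CTCF motif, within 3 kb of a start site, or overlapping a WT H3K27ac peak, for sites lost, kept and gained in K20R. Error bars are 95% Wilson intervals and dashed lines are kept sites weighted to the strength of lost sites; a motif was found at 67.1% of lost and 87.9% of kept sites, and at 83.0% after weighting.

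The strongest site lost at day 4 lay on chromosome 14 from 52020394 to 52020827, in an exon of Zfp219, 73 bp from its start site, at the mean WT percentile of 83.1. It was called in both WT libraries of day 0 and in no K20R library on either day, and it lay in a stretch of chromosome 14 where K20R ranks were lower throughout (below). The next were on chromosome 5 from 129024968 to 129025344, 4885 bp from the start site of Ran, at percentile 77.6, and on chromosome 17 from 32479459 to 32480008, in an intron of Cyp4f39, at percentile 76.4. The remaining pair lay between genes, on chromosome 19 from 21734194 to 21734547 (percentile 74.9) and on chromosome 11 from 30674110 to 30674572 (percentile 72.1). This pair and the Cyp4f39 site were called in all 4 libraries of day 0, and the site near Ran in both WT libraries and 1 K20R library.

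Gained sites were ranked within the K20R lists, so their percentiles are not on one scale with those of lost sites. The strongest gained site of day 4, at the mean K20R percentile of 67.2, lay on chromosome 15 from 72809785 to 72810508. This position is within Trappc9 and 232 bp from the start site of Peg13. It was called in both K20R libraries and 1 WT library of day 0. The next lay on chromosome 4 from 147340374 to 147340573, in an intron of C230088H06Rik, at percentile 46.0. The others were in introns of Frmpd4 on chromosome X (167921756 to 167921990, percentile 37.4), Grin2a on chromosome 16 (9966518 to 9966957, percentile 35.9) and Gm35037 on chromosome 7 (3453935 to 3454290, percentile 34.0). All 5 had been called in both K20R libraries of day 0. The C230088H06Rik, Frmpd4 and Grin2a sites had also been called in both WT libraries of day 0, and the Gm35037 site in 1. The motif cores of the C230088H06Rik and Frmpd4 sites lay in masked repeats.

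At day 0, the strongest lost sites lay in introns of Iqgap1 (chromosome 7, 80740916 to 80741322, percentile 72.0) and Kcp (chromosome 6, 29501528 to 29502022, percentile 69.3), and between genes on chromosome 14 (61085314 to 61085665, percentile 62.9). The Iqgap1 site and the chromosome 14 site were called in all 4 libraries of day 4, whereas the Kcp site was again called in both WT and in no K20R library. The chromosome 14 site lay in the same stretch of lower K20R ranks as the Zfp219 site. The strongest gained sites lay between genes on chromosome 1 (90590882 to 90591127, percentile 38.5), in an exon of Ntng1 on chromosome 3 (109832302 to 109832672, percentile 35.7) and in an intron of Ttc27 on chromosome 17 (74810881 to 74811285, percentile 33.4). At day 4, the Ntng1 site was called in both K20R libraries and no WT library, and the other 2 in 1 library of each genotype.

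The H3K27ac list of WT held 38982 peaks over 55.7 Mb and that of K20R held 45318 peaks over 66.3 Mb. Of the WT peaks, 63.1% overlapped a K20R peak, and of the K20R peaks, 53.1% overlapped a WT peak. Most of the unshared peaks were weak, since with a −log10 q of at least 5 these shares were 83.4% of 10005 peaks and 83.2% of 10014 peaks.

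Peaks within 3 kb of a start site were counted at genes fixed in advance. Among the 8 grouped as mesoderm or cardiac, T (chromosome 17, 8434423 to 8442496) had 1 H3K27ac peak in WT and 0 in K20R. Eomes (chromosome 9, 118478212 to 118486132) likewise had 1 in WT and 0 in K20R. Eomes had 2 CTCF peaks in each WT library of day 4 and 1 in each K20R library, but 1 and 3 in the WT libraries of day 0 and 2 in each K20R library, so a difference of 1 peak was within the spread of WT replicates. Mesp1 (chromosome 7, 79792241 to 79793788) had 1 CTCF peak in every library and 0 H3K27ac peaks in either genotype. Apex1 (chromosome 14, 50924968 to 50927139) had 0 CTCF peaks in every library, with 1 H3K27ac peak in WT and 2 in K20R, and lay within the stretch of chromosome 14 described below. At Eomes and Apex1 the study reports fewer enhancer-promoter interactions together with decreased CTCF binding. Distal enhancers were not counted here, so these counts do not test that report. Tnnt2, Nkx2-5 and Myl7 had 0 peaks of either kind, and Tbx5 had 1 CTCF peak in a single WT library of day 0. Among the 6 genes of other lineages, Nanog (chromosome 6, 122707489 to 122714633) had 2 CTCF peaks in each WT library of day 4 and 0 in each K20R library. At day 0 it had 2 CTCF peaks in the first WT library and 0 in the other libraries. Pou5f1 had 1 CTCF peak in every library, Nes and Olig2 had at least 1 in every library, and Sox17 and Afp had 0 peaks of either kind. H3K27ac peaks numbered 2 in WT and 1 in K20R at Nanog, and 1 in WT and 2 in K20R at Pou5f1. Nes had 2 in each genotype and Olig2 had 0. A drop by 1 H3K27ac peak thus also occurred at Nanog, but Nanog kept 1 peak, whereas T and Eomes kept 0. With 1 H3K27ac library per genotype, these counts cannot show whether such a drop is specific to mesoderm or cardiac genes.

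Ranks of the 36440 sites called in all libraries were compared along the genome. Over 463 windows of 5 Mb, the median K20R minus WT difference was -0.54 percentile points at day 0 and -0.19 at day 4. The 5 lowest windows by the mean over both days were neighbours on chromosome 14, from 40 to 65 Mb. Their means lay between -23.4 and -19.7 percentile points, and the next lowest mean in the genome was -6.73. Their day 4 values lay between -24.3 and -18.2. The lowest day 4 value of any other window was -15.0, on chromosome 14 from 85 to 90 Mb, where day 0 gave 3.28. With the window from 65 to 70 Mb, the 5 windows formed the only downward run. Over this run of 455 sites, the median rank was 61.4 and 63.1 in the WT libraries of day 4 against 41.7 and 39.7 in the K20R libraries, and 60.8 and 58.8 against 37.7 and 37.3 at day 0. The only run of windows to pass the limits upward lay on chromosome 8 from 80 to 110 Mb, where the median rank over 541 sites was 51.8 and 51.5 in WT against 60.6 and 63.7 in K20R at day 4. At day 0 it was 47.2 and 52.7 in WT against 62.1 and 63.3 in K20R. On chromosome X, all 20 windows had a mean over both days above 0, and those from 45 to 50 Mb and from 165 to 170 Mb were the highest in the genome, at 9.74 and 10.6, against at most 7.498 on chromosome 8. In both segments, the differences exceeded the spread between replicates on both days, in regions that were chosen from the same ranks.

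**Figure D4:**
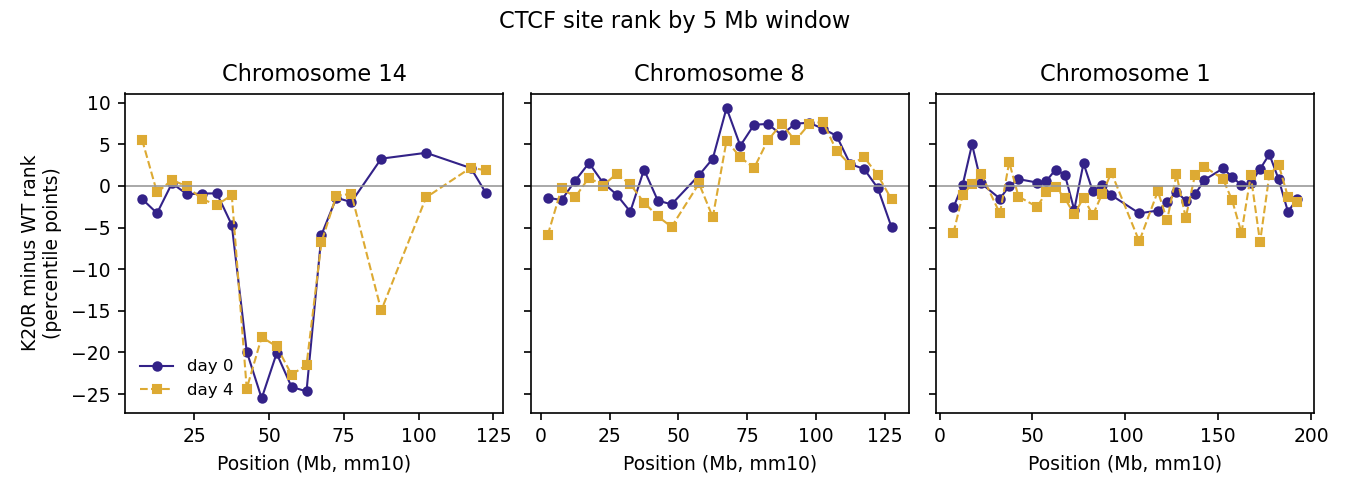
Median K20R minus WT rank of CTCF sites called in all libraries, in percentile points, by 5 Mb window along chromosomes 14 and 8 and, for comparison, chromosome 1. Circles are day 0 and squares day 4; on chromosome 14 the 5 windows from 40 to 65 Mb lie between -25.5 and -18.2 on both days.

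H3K27ac peaks in the chromosome 14 run numbered 542 in WT and 280 in K20R, whereas the whole K20R list was 1.16 times as long as the WT list. In the chromosome 8 run they numbered 554 in WT and 1030 in K20R. The local background recovered from the CTCF lists also differed. In the chromosome 14 run, the share of peaks with a raised background, relative to the rest of the same list, was 0.927 ± 0.022 in WT (SD, n = 4) and 0.489 ± 0.021 in K20R (SD, n = 4). In the chromosome 8 run it was 1.04 ± 0.0067 in WT (SD, n = 4) and 1.59 ± 0.063 in K20R (SD, n = 4). On chromosome X, relative to autosomes, it was 0.413 ± 0.026 in WT and 0.397 ± 0.0049 in K20R (SD, n = 4 each). By window, the lowest ratios of K20R to WT were the 5 on chromosome 14 from 40 to 65 Mb, at 0.404 to 0.478. On chromosome 8 from 65 to 115 Mb the ratios were 1.37 to 1.70, and 4 single windows elsewhere reached 1.403 to 1.496.

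**Figure D5:**
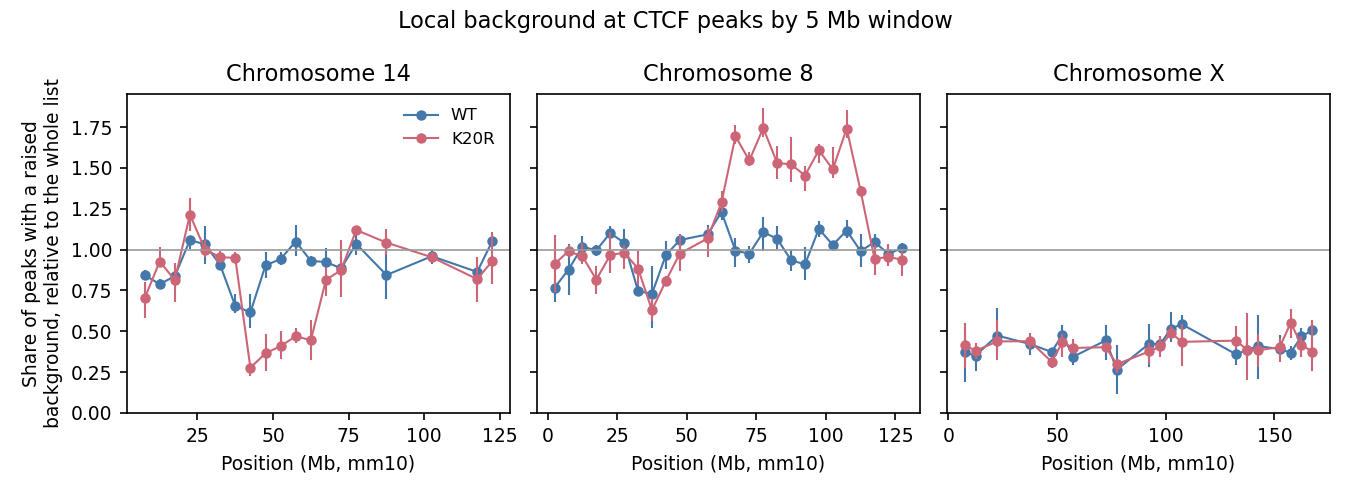
Share of CTCF peaks with a raised local background, divided by that of the whole list, by 5 Mb window along chromosomes 14, 8 and X. Points are means of 4 libraries per genotype (blue WT, red K20R) and vertical lines run from the lowest to the highest library; from 40 to 65 Mb on chromosome 14, K20R windows lay between 0.276 and 0.469.

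In the chromosome 14 run, 232 of the 793 sites called in both WT libraries of day 4 were lost in K20R (29.3%, 95% Wilson interval 26.2% to 32.5%). The share was 13.4% in the chromosome 8 run (11.2% to 16.0%) and 18.7% outside both runs and chromosome Y (18.4% to 19.0%). On chromosome Y it was 53.3%, from 8 of only 15 sites (30.1% to 75.2%).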

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

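All alternatives named here were fixed before the data were examined, except those for chromosomes 14 and 8, which were chosen after the data were seen. Direction was kept by the peak number differences at each day under a −log10 q of at least 5, on autosomes, under the block and with each library left out. At a −log10 q of at least 5, however, the second WT library of day 0 (47055 peaks) lay below both K20R libraries (48020 and 47874), so the difference of -9596 peaks rested on the first WT library and its exact permutation p was 1. The genotype effect at day 4 minus that at day 0 reversed in 1 setting, to 8816 peaks without the second WT library of day 0. Of the 8 counts of lost and gained sites, all stayed within 1.5 times under the stricter threshold and under both kinds of summit window.

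Lists of one length moved 6 of those 8 counts by more than 1.5 times. Lost and gained sites in K20R became 1195 and 1200 at day 0 and 2149 and 1832 at day 4, and in K20R from day 0 to day 4 they became 1545 and 1247. Equal lengths balance lost and gained counts by construction, so this setting does not test the excess of lost sites. The same setting gave lost sites a median percentile of 17.4, a motif share of 73.9%, a promoter share of 20.0% and an H3K27ac share of 7.82%.

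The median percentile of lost sites was 21.5 when ranked by −log10 p and 20.1 with a −log10 q of at least 5. The motif share of lost sites was 64.8% within 50 bp of the summit and 22.0% at the threshold passed by 1% of shifted sequences. The promoter share was 8.85% within 1 kb. H3K27ac overlapped 4.83% of lost sites with the stricter H3K27ac threshold and 15.9% within 1 kb. Overlap of WT H3K27ac peaks became 83.4% with a −log10 q of at least 5, 51.5% when at least 50% of the peak had to overlap and 60.3% with lists of one length. For K20R peaks the values were 83.2%, 39.3% and 58.5%.

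Leaving out 1 library at a time gave peak number differences from -25666.5 to -707.5 at day 0, from -19902 to -13799 at day 4, and from -16143 to 8816 for the difference between days. Lost sites in K20R ranged from 4970 to 23066 at day 0, the highest without the second WT library, and from 11539 to 15575 at day 4. Gained sites ranged from 283 to 3440 at day 0 and from 460 to 1914 at day 4. From day 0 to day 4, WT lost 3848 to 17475 and gained 2286 to 9531 sites, and K20R lost 5177 to 8250 and gained 849 to 2991. A group of 1 library has an easier criterion, so these counts rise by construction. The median percentile of lost sites ranged from 16.8 to 24.5, their H3K27ac share from 8.76% to 12.1%, their promoter share from 20.3% to 25.2% and their motif share from 64.4% to 67.9%. The highest H3K27ac and promoter shares came without the second K20R library of day 4, where kept sites had 11.5% and 22.9%, so the direction of both contrasts depends on that library.

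On chromosome 14, the rank difference ranged from -23.3 to -21.3 at day 0 and from -22.6 to -20.5 at day 4 with 1 library left out, and was -25.3 at day 0 with segment ends from the background. The background difference, K20R minus WT, was -0.439, with a range of -0.449 to -0.430. It was -0.543 when raised meant more than 2 times the floor and -0.523 with segment ends from the background. The odds of an H3K27ac peak were 0.601 times those in WT at a −log10 q of at least 5. On chromosome 8, the rank difference ranged from 9.93 to 15.5 at day 0 and from 8.975 to 12.02 at day 4, and ranking by −log10 p gave 18.2 and 12.9. The background difference was 0.556, with a range of 0.524 to 0.569, and 0.788 at more than 2 times the floor. The odds were 1.23 with the stricter H3K27ac threshold. No direction changed.

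Replicate numbers are shared between groups. With the replicate number as a block, the peak number differences stay at -13187 and -16850.5 peaks with an exact permutation p of 0.5 each, the smallest that pairing allows, and the difference between days stays at -3663.5 peaks with an exact permutation p of 1. Deviations of same-numbered WT and K20R libraries correlated across sites at -0.017 at day 0 and 0.035 at day 4, so the numbers do not pair the libraries. With 2 libraries per group, the design limits all statements on peak number to direction.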

Other observations

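The tests of the local background, of motif flanks, of sites gained with differentiation and of masked repeats were planned before their results were seen. The tests of list length, H3K27ac in the segments, timing of the chromosome 14 ranks, chance runs, the place of lost sites, chromosome Y and motif flanks outside masked repeats, at all and at one size, were chosen only after the result was seen.

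The lower ranks on part of chromosome 14 in K20R were tested against several explanations. Of 10000 shuffles of the windows, none gave a run as long and as low (permutation p = 0.0001, the smallest they can give), which argues against a chance run. At day 0, the K20R minus WT difference in median rank was already -22.3 percentile points, which argues against an effect that arises during differentiation. The run was chosen on both days, so a negative value at day 0 was required, but only past 4 points per window. With segment ends from the background, which were not set by ranks, the day 0 value was -25.3. Fewer copies of the segment in K20R cells predict fewer H3K27ac peaks there, and the odds of an H3K27ac peak lying in the segment were 0.441 times those in WT. By window, the ratio of peak numbers was 0.316 to 0.583 from 40 to 65 Mb and 0.942 from 65 to 70 Mb. Fewer copies also predict a lower local background, and the K20R lists averaged 0.489 against 0.927 in WT, with all 4 K20R lists below all 4 WT lists. The K20R value is near that of chromosome X, at 0.397 in the same lists, while the WT value is near 1. A candidate explanation is therefore that the K20R cells carry fewer copies of about 25 Mb of chromosome 14. The background may derive from an input shared between replicates, so the 4 lists need not be independent. H3K27ac has 1 library per genotype, and an effect of the mutation on chromatin over this segment stays open. The labels do not say whether such a change would belong to the mutation or to a clone.

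The higher ranks on part of chromosome 8 in K20R behaved in the opposite way. The odds of an H3K27ac peak lying in the segment were 1.61 times those in WT, and the background ratio was 1.59 against 1.04. More copies of this segment in K20R cells, or in part of them, may explain both values. The ranks alone would not show this, since windows of chromosome X rose as far, up to 10.6 percentile points, while its background was 0.397 in K20R and 0.413 in WT. By background the segment ran from 65 to 115 Mb, wider than the run of ranks.

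The chromosome 14 run holds 436 protein-coding genes, Apex1 among them. Chosen after the regional values were seen, Bmp4 (46383520 to 46390669), Otx2 (48657677 to 48673819), Myh6 (54941921 to 54966927), Myh7 (54970684 to 54994626) and Gata4 (63198922 to 63271692) also lie in it. Otx2, like Apex1, had 1 H3K27ac peak within 3 kb of a start site in WT and 2 in K20R, whereas the count fell over the run. Counts of broad peaks at single genes do not measure the amount of the mark, so this does not test the run. Bmp4 had 1 CTCF peak in each WT library of day 4 and 0 in each K20R library. At day 0 it had 2 in the first WT library and 0 in the other libraries. Myh6, Myh7 and Gata4 had 0 peaks of either kind. Expression was not analysed here. A difference between genotypes at these genes could reflect copy number, given the background ratio of 0.489, as well as the mutation.

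On chromosome Y below 90 Mb, 16 sites were called in at least 1 library, and 14 of them in no K20R library. The other 2 were called in K20R: 1 (10709479 to 10709801) in all 4 K20R and 3 WT libraries, and 1 (35978022 to 35978211) in 2 libraries of each genotype. The only site called in all 4 WT libraries (1220005 to 1220333) was called in no K20R library, a count of 1 of 1. H3K27ac peaks there numbered 4 in WT and 1 in K20R. From 90 Mb on, 10 sites were called in all 4 WT libraries, of which 4 were called in no K20R library and 6 in all 4. The 4 lay from 90718876 to 90726397 and the 6 further along, from 90744309 to 90811172. Over the whole chromosome, 8 of the 15 sites called in both WT libraries of day 4 were lost. Absence of most of chromosome Y in K20R cells could give the count of 1 of 1 below 90 Mb and the 4 uncalled sites just beyond. The 90 Mb limit was set after earlier values had been seen, and a single site below it is too few to decide. The site below 90 Mb called in all 4 K20R libraries goes against absence of that part. Genome-wide, 2.72% of all sites called in the 4 WT libraries were called in no K20R library.

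For the excess of lost over gained sites at day 4, fewer copies of the chromosome 14 segment and chromosome Y are argued against as the whole cause, since only 2.32% of lost sites lay there. With lists of one length, 2149 sites were lost and 1832 gained, against at most 310 in the other splits, so sites changed rank in both directions. Equal lengths fix the balance, so this says nothing on the excess. K20R lists that end earlier in one shared ranking of sites, from a difference in enrichment between libraries, and fewer binding events in the mutant cannot be told apart as its source from peak lists. The highest fold of a list at day 4 was 93.4 and 210 in K20R, against 98.0 and 105 in WT. At day 0 it was 257 and 262 in K20R, against 90.9 and 100 in WT. Folds were not used to compare binding across lists, but in this respect the K20R libraries of day 4 were unlike each other.

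The study describes a shorter CTCF motif in K20R embryoid bodies. Over all day 4 peaks with a motif core, the 10 bp on each side of the core held 5.21 bits in K20R and 5.56 bits in WT (means of 2 lists). This difference of -0.35 bits did not hold in other sets of peaks. In the strongest 20000 peaks of each list K20R was higher by 0.36 bits, and among cores outside masked repeats it was higher by 0.32 bits. Copies of repeats among the weak peaks of the longer WT lists may produce the lower value over all peaks, since 54.4% and 54.6% of WT cores but 48.5% and 49.9% of K20R cores lay in masked repeats. The strongest 20000 peaks still differ between genotypes in repeats, and the set outside masked repeats differs in size. In the strongest 20000 peaks outside masked repeats of each list, which share size and repeats, K20R was higher by 0.086 bits, with both K20R lists above both WT lists. Upstream of the core in motif orientation, K20R lists held 1.94 and 1.92 bits and WT lists 1.86 and 1.85. Downstream, K20R lists held 0.777 and 0.785 bits and WT lists 0.765 and 0.769. These values argue against loss of sequence preference beside the core in these peaks, all of which match the core. The shorter motif of the study came from a motif search at peak summits, a different measure that was not repeated here. Weaker peaks were not tested at one size, and sites no longer called in K20R cannot show such a loss.

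With lists of one length, motif cores in masked repeats made up 43.1% of sites gained in K20R at day 4, 13.5% of lost sites and 17.7% of kept sites. Kept sites at the strength of lost sites reached 28.3%. With all deposited peaks the shares were 47.8% of gained, 22.5% of lost and 20.1% of kept sites, and 39.6% of kept sites at the strength of lost sites, so the unweighted order of lost and kept sites depended on list length, while at matched strength lost sites had the lower share in both settings. Whether the effect arises during differentiation could not be decided: gained sites exceeded lost sites by 12.4 percentage points at day 0, but other splits of the day 0 libraries reached 15.9. Chance differences between libraries reached 20.2 percentage points in the other splits of day 4 against 29.6 in the real one, too near for 4 libraries to decide. Better mapping of reads within repeats in the K20R libraries, for instance from longer reads, predicts that sites without a motif follow the same pattern. Among those sites, masked summits were more common by 20.3 percentage points in gained than in lost sites, so a difference in mapping is a candidate explanation, and a preference of the mutant protein was not tested apart from it.

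Of the 2098 sites gained from day 0 to day 4 in WT, 85.1% were called in neither K20R library of day 4, against 36.2% of sites of the same WT strength called on both days. Weak sites being missed whatever their day 0 state would give a ratio near 1, and the ratio was 2.35. The reverse comparison, sites gained in K20R and missed in WT, gave a ratio of 2.09, from 30 of 462 sites missed. Selecting sites by their absence at day 0 may thus give a ratio of this size in either direction, and weak sites being missed whatever their day 0 state cannot be told apart from a failure to gain these sites in K20R.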
